A study of Mus musculus with 9 samples. Its data were reported in "The HUSH complex controls brain architecture and protocadherin fidelity" (2022).

How the data were processed

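The samples were 8 H3K9me3 libraries of sorted NeuN-positive nuclei (3 control, 3 Mphosph8 knockout, 2 Morc2a knockout) and 1 input library, which is not analysed here. The authors trimmed 50 bp single-end reads with Trim Galore 0.6.4, aligned them to mm10 with Bowtie2 2.4.1, removed blacklisted regions with bedtools 2.29.2, low mapping qualities with SAMtools 1.9 and duplicates with Picard, and merged the libraries of a genotype. Each deposited line is an aligned read with its start, end, name, strand and mapping quality score, as the authors wrote it, with no normalization. Scores ran from 11 to 42 and read spans from 20 to 53 bp. The Morc2a pool had 95.2% and the Mphosph8 pool 97.5% of reads at a score of at least 30. Within a pool 0 reads repeated the position and strand of another, so counting such reads once moved nothing.

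The deposited pools hold 13492628 reads (3-library control), 8370097 (2-library control), 14062229 (Mphosph8) and 4051130 (Morc2a). All reads of control A2 and control B1 in the larger control pool were also in the smaller (100%), which held 6699 and 5600 more. Read names end in an index pair, and each pool held as many pairs as its libraries, so libraries could be separated. They are called A or B by the index set and 1 or 2 by depth, and were not matched to the numbered samples of the labels, apart from control A1, which only the larger control pool holds. Index set and the share of reads on the sex chromosomes could not be separated. The study used mice of both sexes, so a difference between index sets may come from the animals as well as from the libraries. Of the 713393 reads of Morc2a B2, 83339 came from the second of its flow cells, and the other libraries used the first alone.

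Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1. Each read was placed 50 bp downstream of its 5 prime end. Reads on the 19 autosomes were kept and scaled by their total, and X and Y were left out because their share went with index set. Gene coordinates came from GENCODE M21. Each knockout pool was compared with the control pool the study paired it with, the 3-library pool for Mphosph8 and the 2-library pool for Morc2a.

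Non-overlapping bins of 1000 bp with at least 10 reads in both pools together were compared by G-test, with Benjamini-Hochberg adjustment at 0.05. Called bins up to 5 kb apart were merged into regions. The same test was run between control A1 and the 2-library pool, and with the tested pool thinned to the depth of the Morc2a pool (3883939 reads), once against the full 2-library control pool and once against its own control pool thinned as well. This test compares pools and ignores the spread between libraries, which was 1.26 times Poisson between controls. Tested on simulated data, it found 65 of 100 bins raised 4-fold and 8 of 100 lowered 4-fold in the Mphosph8 comparison, with 3 of 76 calls false, and 54 and 2 in the Morc2a comparison, with 3 of 59 false.

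For protocadherins, reads were summed over exonic segments that belong to a single clustered gene, with the 5 C-type genes apart. Skint genes and the other lists were counted over gene bodies. Log2 ratios carry 95% intervals from an exact conditional binomial test. A gene with 0 reads was bounded with a floor of 3 reads over the group. Levels per library were compared by two-sided exact permutation tests of means.

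The gene lists were clustered protocadherins, non-clustered protocadherins, classical cadherins, Skint genes, zinc finger genes, olfactory receptors, vomeronasal receptors, single-exon genes over 1 kb, imprinted genes, the HUSH and SETDB1 pathway, neuronal genes, glial and vascular genes and housekeeping genes. Genes with at least 20 reads in both pools entered, with a pseudocount of 0.5 reads, and medians were ranked among 10000 random lists matched on reads per kb in 50 classes. Single genes were adjusted over all genes and over the list alone. Tested on simulated data, the gene test found 124 of 200 genes changed 2-fold and 182 of 200 changed 4-fold in the Mphosph8 comparison, and 79 and 160 in the Morc2a comparison.

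After the libraries proved separable, limma-voom was fitted to reads per gene and library for genes with at least 20 reads, with adjusted p at 0.05. Tested on simulated data with a dispersion of 0.02, it found 97 of 200 genes changed 2-fold (102 called, 5 false) and 174 changed 4-fold (183 called, 9 false) in the Mphosph8 design, and 37 (38 called, 1 false) and 155 (175 called, 20 false) in the Morc2a design. Where leaving out a library left an arm with 1 sample, that sample was assumed to vary like the others.

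Overlap between knockouts was set against n1 x n2 / N and against 10 simulations of pools with no effect drawn from the same controls. The dependence on H3K9me3 level used 20 classes of 10 kb bins, with the level taken from control reads outside the ratio.

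Named genes followed a rule fixed before the data were examined. It takes Mphosph8, Morc2a, Pcdhb2 and Pcdhb14 always, then the 3 lowest and the 1 highest gene of Pcdha, Pcdhb, Pcdhg and Skint among those with at least 20 reads. It adds the 10 lower and 5 higher regions with the smallest p and the 2 members of each other list with the smallest p. Genes called by limma and Skint positions were named after their values were seen. The value of 1 neuronal gene that the rule names is not reported here. Alternatives covered the test, thresholds, bin size and position, scaling, mapping quality, depth, control pool, exons against gene bodies, index sets, the second flow cell and each library left out.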

Results

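H3K9me3, a histone mark of silenced chromatin, was profiled by chromatin immunoprecipitation sequencing in NeuN-positive neuronal nuclei sorted from adult mouse brain. Libraries came from control mice (n = 3), from mice in which Nestin-Cre had deleted Mphosph8 in the nervous system (n = 3) and from mice in which Nestin-Cre had deleted Morc2a (n = 2). Mphosph8 encodes a chromodomain subunit of the HUSH silencing complex, which binds methylated H3K9, and Morc2a encodes an ATPase that works with HUSH to compact chromatin. The deposited reads came as 4 pools, a control pool of 3 libraries, a control pool of 2 of the same libraries, the Mphosph8 pool and the Morc2a pool. Libraries within a pool were told apart by the index sequences in the read names and are called here by index set (A or B) and by depth within the set.

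The control libraries held 4564987 (A1), 4144010 (A2) and 3513125 (B1) autosomal reads. The Mphosph8 libraries held 4657723 (A1), 3975579 (A2) and 4175185 (B1), and the Morc2a libraries 3201015 (B1) and 682924 (B2). Index set went with the sex chromosomes: chromosome X took 10.8% to 12.1% of the reads in set A and 3.04% to 3.80% in set B, and chromosome Y 0.00458% to 0.00890% and 0.399% to 0.495%, so index set cannot be told apart from the sex of the animals, which the labels do not give. Values within an index set are given for the protocadherin groups and Skint genes, and genes on X and Y were left out. Intervals are 95% and cover counting error only. P-values across libraries measure the spread between these samples, which may be technical.

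Both target genes were looked at first. Over exon 4 of Mphosph8 (mm10, 14:56676522-56676618, with 200 bp added on each side) the Mphosph8 pool had 0 reads and the 3-library control pool 1 read. Over exon 4 of Morc2a (11:3661829-3661863) the Morc2a pool and the 2-library control pool both had 0 reads. Loss of either exon was not detectable at this depth. Over whole gene bodies, Mphosph8 had 72 reads in its knockout pool and 81 in control, a log2 ratio of -0.24 (interval -0.72 to 0.24), and Morc2a had a log2 ratio of -0.16 there. In the Morc2a pool, Morc2a itself had 21 reads against 79 in control, a log2 ratio of -0.93 (interval -1.70 to -0.22, exact binomial p = 0.00802, adjusted p over all genes 0.151), and Mphosph8 had -0.84 (interval -1.85 to 0.07). Morc2a had -0.60 without control A2 and then missed the unadjusted threshold, as it did without Morc2a B1. Mphosph8 had 0.65 without Morc2a B1.

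The first comparison asked where neuronal H3K9me3 depends on Mphosph8, and its lower bins were concentrated in the clustered protocadherins, cell-surface adhesion proteins whose combinations give each neuron its own identity. Over the unshared exons of 53 Pcdha, Pcdhb and Pcdhg genes on chromosome 18, H3K9me3 averaged 2.65 ± 0.933 RPKM (reads per kb, scaled to the autosomal reads of the library) in control libraries (SD, n = 3) and 0.593 ± 0.130 in Mphosph8 libraries (SD, n = 3). The pooled log2 ratio was -2.13 (interval -2.21 to -2.04). The γ genes fell most, with a log2 ratio of -3.15 (-3.35 to -2.95), followed by the α genes at -2.12 (-2.33 to -1.92) and the β genes at -1.67 (-1.78 to -1.56). The C-type genes Pcdhac1, Pcdhac2, Pcdhgc3, Pcdhgc4 and Pcdhgc5, which most neurons express rather than choose at random, carried little of the mark: 0.244 ± 0.0790 in control (SD, n = 3) and 0.239 ± 0.0704 in knockout (SD, n = 3), with a log2 ratio of -0.01 (-0.59 to 0.56).

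**Figure D1:**
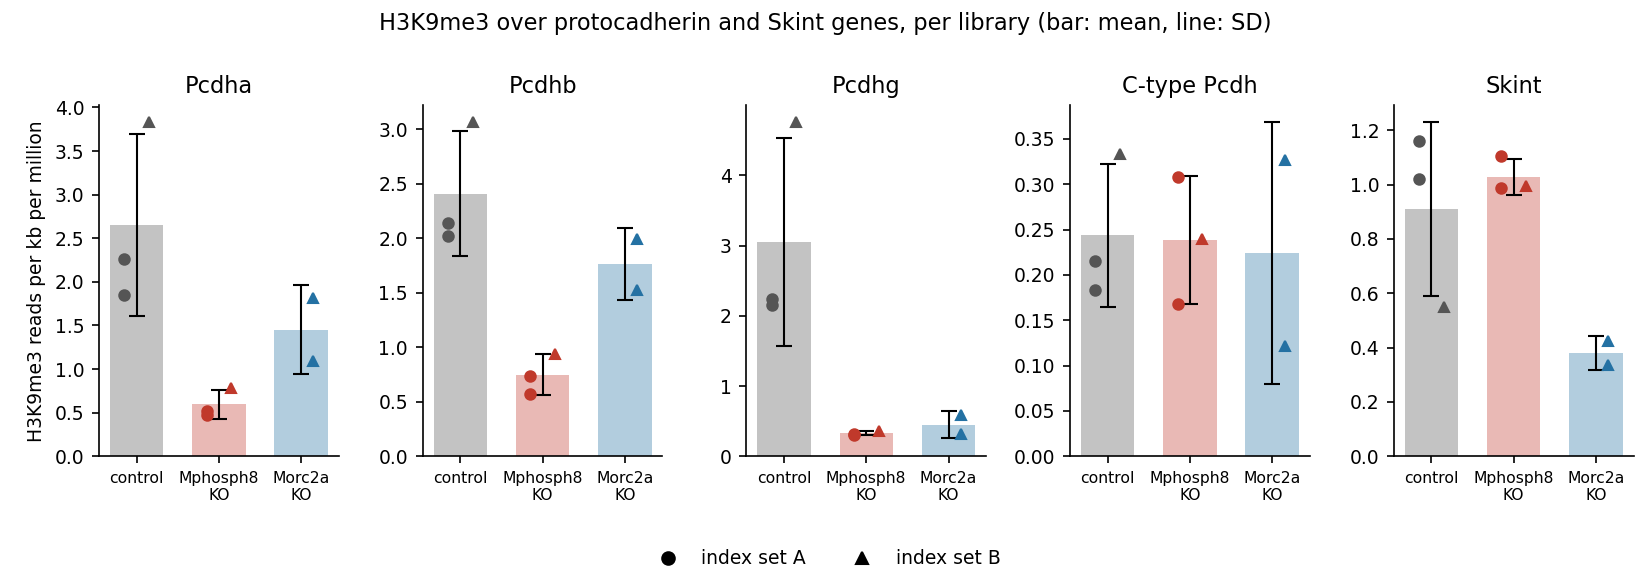
H3K9me3 over the exons of protocadherin groups and over Skint genes in each of the 8 libraries, in RPKM over autosomal reads (vertical axis); points are libraries, bars are group means and lines are SD. All 3 Mphosph8 libraries lie below every control library at the α, β and γ genes (γ means 0.331 and 3.05). Both Morc2a libraries lie lowest over Skint genes (mean 0.380).

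Single protocadherin genes followed their groups. Among γ genes, 19 of 19 fell, adjusted over the list alone of that subcluster, with the lowest values at Pcdhga1 (-4.44, interval -5.78 to -3.36, 7 against 145 reads), Pcdhga7 (-4.24) and Pcdhgb1 (-4.05) and the highest at Pcdhga9 (-2.11). Among α genes 12 of 12 fell, Pcdha3 (-2.94), Pcdha9 (-2.62) and Pcdha4 (-2.36) most and Pcdha1 (-1.58) least. Among β genes 21 of 22 fell, led by Pcdhb16 (-2.47), Pcdhb17 (-2.43) and Pcdhb13 (-2.40). Pcdhb14, which the study assayed singly, had a log2 ratio of -1.32 (-1.74 to -0.91), and Pcdhb2 did not pass at -0.41 (-0.98 to 0.16, exact binomial p = 0.166). With a library left out, Pcdhb2 ran from -0.65 to 0.0067, and 1 of 6 values changed its side of the threshold. Reads of such similar genes may also be assigned with some uncertainty.

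**Figure D2:**
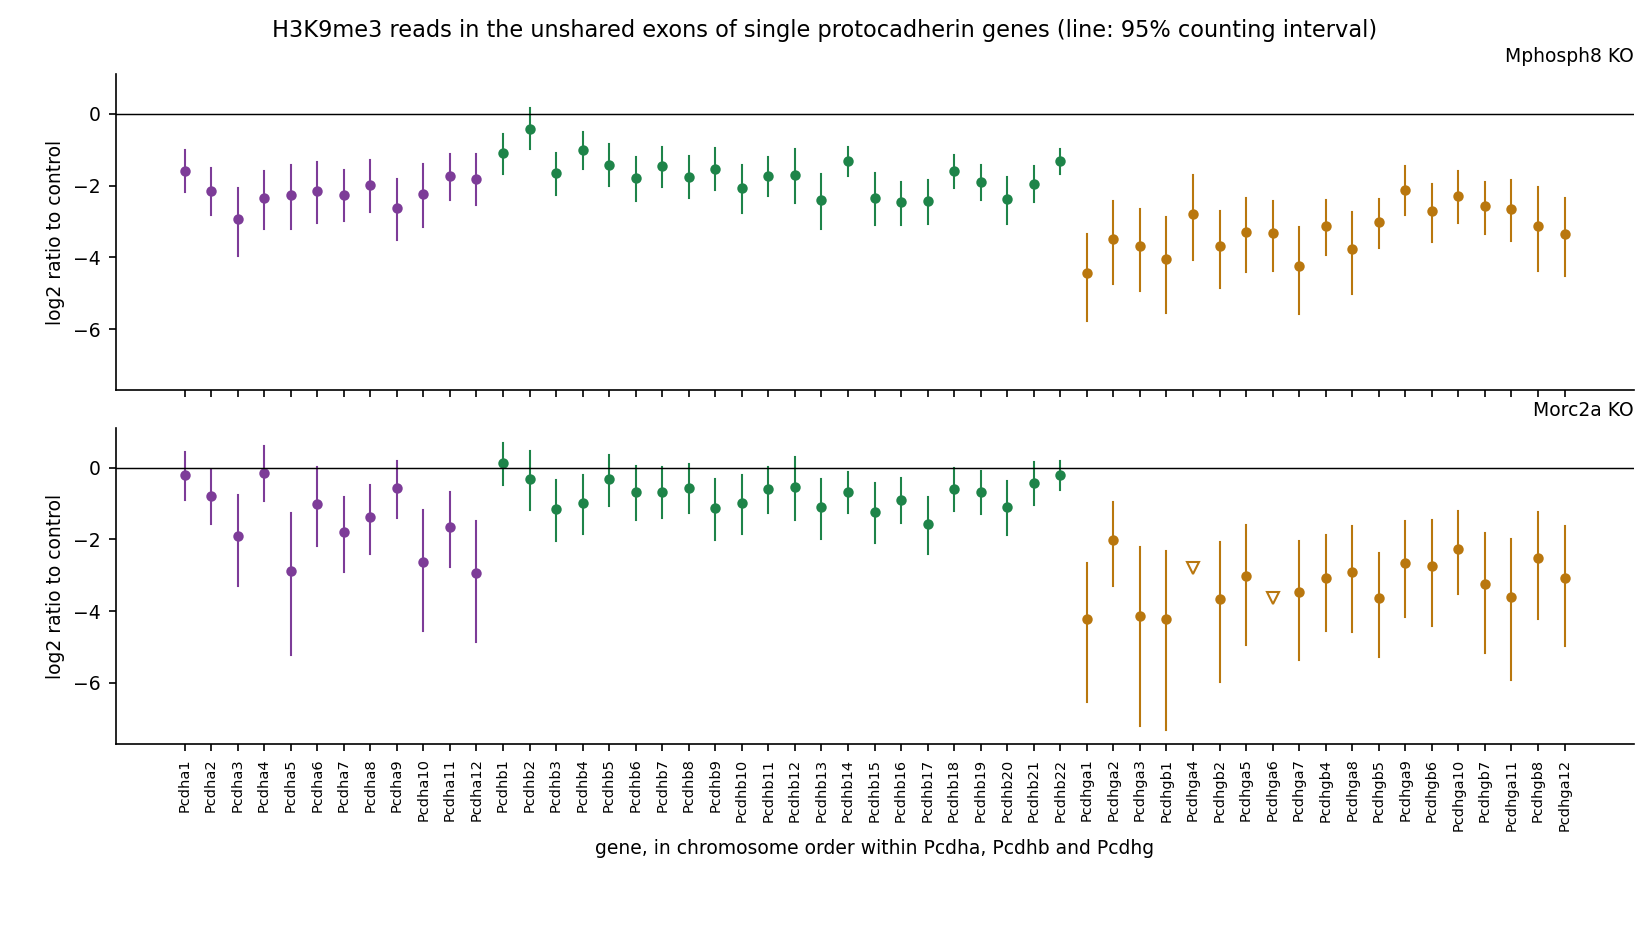
H3K9me3 log2 ratio of knockout to control over the unshared exons of single clustered protocadherin genes in chromosome order, with each point a gene and each line its 95% counting interval. In the Mphosph8 comparison values run down to -4.44 at Pcdhga1, and in the Morc2a comparison the γ genes lie at -2.02 (Pcdhga2) or lower, while several α and β genes, such as Pcdha4 at -0.14, lie near 0.

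The exact permutation test of 3 Mphosph8 against 3 control libraries gave p = 0.1 (two-sided) for the cluster and for each of its 3 subclusters, the smallest p this design allows. The C-type genes gave p = 1 in the same exact test. At the cluster and its 3 subclusters every Mphosph8 library lay below every control library. Within index set A the log2 ratio was -2.02 for the cluster, -2.05 for α, -1.68 for β and -2.79 for γ genes, and within set B -2.34, -2.29, -1.70 and -3.73. The background between control libraries was smaller: control A1 against A2 and B1 had -0.45 (-0.53 to -0.36), and control B1 against A1 and A2 had 0.82 (0.74 to 0.90).

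Across the autosomes, 157 of 1041684 bins of 1000 bp differed between the Mphosph8 and control pools, 141 lower and 16 higher. Of the lower bins, 111 lay in the clustered protocadherin interval (18:36930184-37841873, 912 kb). They were 113 of 223 against the 2-library control pool and 52 of 157 within index set B. Merged into regions, the lower bins with the smallest p were 51 kb over Pcdhga1 to Pcdhga5 with Pcdhgb1 and Pcdhgb2 (18:37649001-37700000, log2 -3.27), 61 kb from Pcdhga6 to Pcdhga12 (18:37707001-37768000, -2.83) and 17 kb over Pcdhb15 to Pcdhb18 (18:37475001-37492000, -2.36). The next protocadherin regions covered Pcdha2 to Pcdha5 (18:36941001-36961000, -2.23), Pcdha7 (18:36973001-36978000, -2.52), Pcdhb19 to Pcdhb22 (18:37501001-37521000, -2.03) and Pcdha8 with Pcdha9 (18:36992001-36999000, -2.50).

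**Figure D3:**
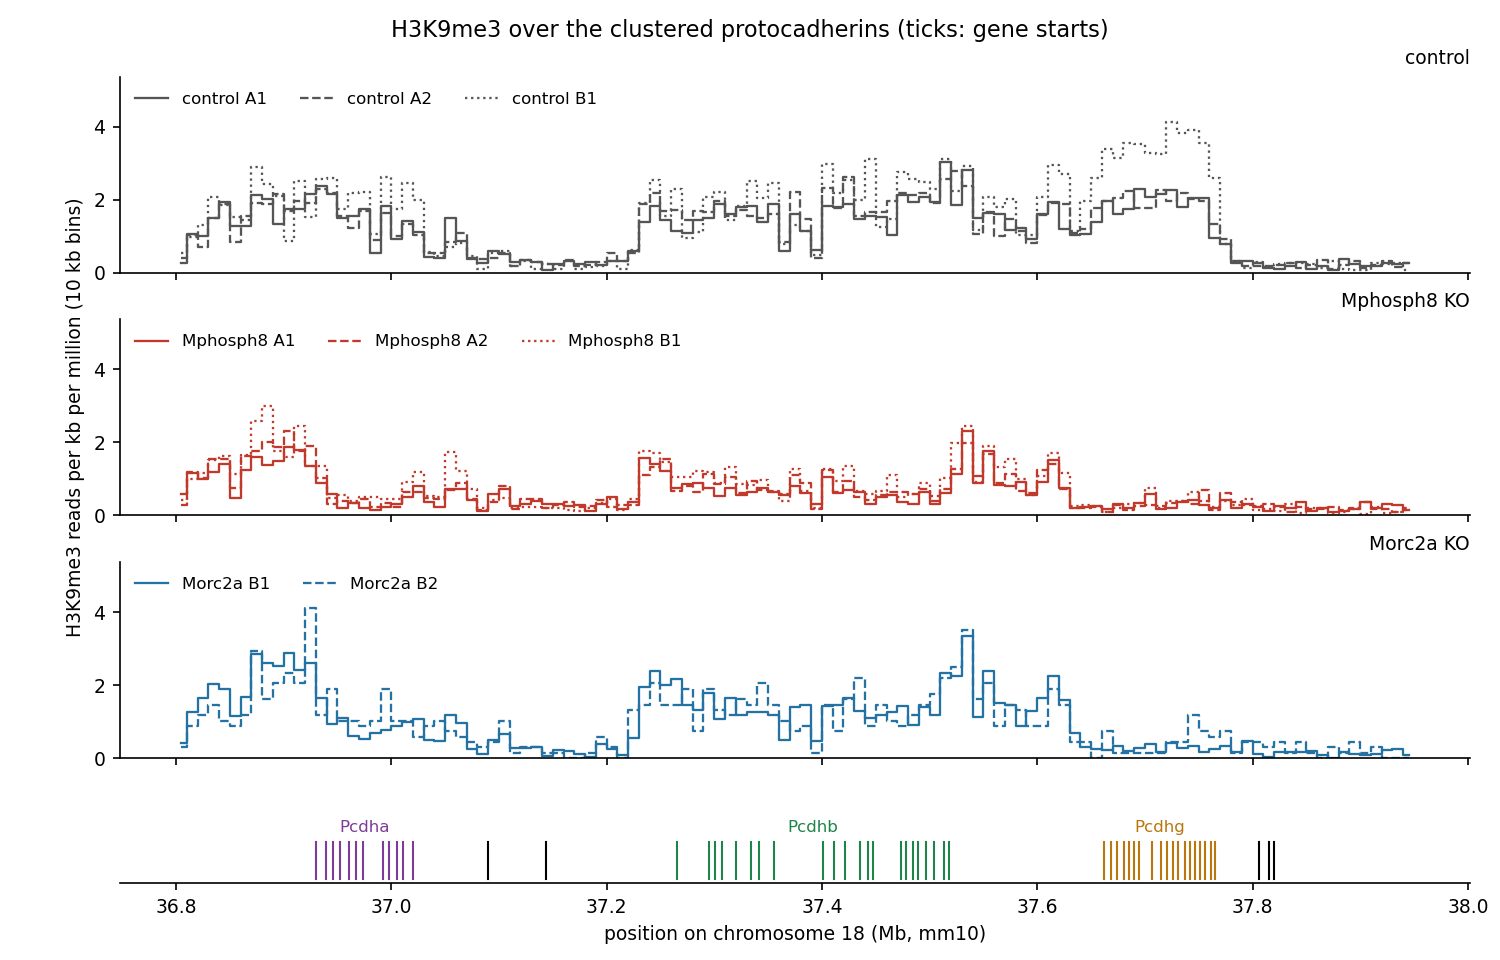
H3K9me3 across the clustered protocadherin interval on chromosome 18, with position in Mb on the horizontal axis and RPKM over autosomal reads on the vertical axis, a line per library and a panel per group. The control peaks over α, β and γ genes are low in Mphosph8 libraries, and the γ peaks (pooled log2 ratio -3.24) are also low in Morc2a libraries.

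Outside the cluster, Map10, a single-exon gene for a microtubule-associated protein, lost the mark in every Mphosph8 library: its region (8:125671001-125672000) had 1, 2 and 0 reads against 12, 11 and 10 in control (log2 -3.53, -5.88 to -1.85). A bin 70.3 kb from Gm31371 (8:19996001-19997000) was lower at -3.32. A bin 429.7 kb from Zfp386 (12:115617001-115618000) was lower at -1.67, but its control reads were 5, 12 and 74, and without control B1 its log2 ratio was 0.24. The higher bins with the smallest p lay in an intron of Pebp4 (14:69948001-69949000, 19 against 0 reads), 38.8 kb from Slc6a15, which encodes a neutral amino acid transporter (10:103328001-103329000, 24 against 1, log2 4.52, 1.9 to 9.88), and in an intron of Robo2, an axon guidance receptor (16:74224001-74225000, 25 against 2, log2 3.58). A bin 88.5 kb from Oprk1, the kappa opioid receptor gene (1:5499001-5500000), and a bin in an intron of 4931428L18Rik (1:31027001-31028000) each had 16 reads against 0. Of the 16 higher bins, 0 were left with extra-Poisson spread, while the exact binomial test per bin called 1 higher, as did the G-test without control B1.

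Between control libraries, 30 bins differed (26 lower, 4 higher), and 0 of the lower ones lay in the protocadherin interval. Control B1 against A1 and A2 gave 346 bins (19 lower, 327 higher), with 0 of the lower ones in that interval. Control B1 was higher over the cluster (log2 ratio 0.82), so that count says nothing of the spread between controls there. How many of the higher bins lay in the interval was not counted. With control A1 and the Mphosph8 pool thinned to the depth of the Morc2a pool and set against the 2-library control pool at full depth, control gave 31, Mphosph8 20 (11 lower in the protocadherin interval) and Morc2a 80 (24). With each knockout pool and its own control pool thinned to that depth, Mphosph8 gave 5 and Morc2a 53. Without control B1 the Mphosph8 count was 48, without Mphosph8 A1 78 and without Mphosph8 A2 81.

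With libraries as replicates, limma called 46 genes lower and 0 higher of 18528 between Mphosph8 and control, and 758 genes had an unadjusted p under 0.05. Clustered protocadherins made up 39 of the 46, and 52 of 53 passed when adjusted over the list alone. The smallest p among them belonged to Pcdhgb5 (log2 -2.92, SE 0.385, adjusted p = 0.000277) and Pcdhb17 (-2.51, SE 0.345, adjusted p = 0.000452), and Pcdhb14 had -1.29 (SE 0.249, adjusted p = 0.0118). Gm42416 (-1.16), Gm37013 and Gm37388, long transcripts that span the cluster, fell too. So did Taf7 (-2.91, SE 0.516, limma adjusted p = 0.00497), a subunit of the general transcription factor TFIID. Slc25a2 (-2.27, SE 0.415, limma adjusted p = 0.00642), a mitochondrial ornithine carrier, fell as well. Both are on chromosome 18, as the cluster is, so they are not taken as evidence of loss away from it.

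Only Map10 and Zfp551 lay on other chromosomes. Map10 fell by 2.89 (SE 0.486, limma adjusted p = 0.00308), with 2, 4 and 5 reads against 34, 20 and 29. Zfp551, a zinc finger gene on chromosome 7, fell by 1.60 (SE 0.330, limma adjusted p = 0.0254). With index set as a term limma called 91 genes (78 lower, 13 higher), without Mphosph8 A1 20 and without Mphosph8 A2 23. Map10 had an adjusted p of 0.0502 in limma without Mphosph8 A1, the highest of its alternatives (from 1.02e-05), and Taf7 and Slc25a2 were not called without Mphosph8 A1 or A2. Zfp551 had adjusted p-values from 0.000422 to 0.214 by limma and was called without control A1 but not without any other library.

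The second comparison asked the same of Morc2a. In Morc2a libraries the γ protocadherins averaged 0.447 ± 0.192 RPKM (SD, n = 2), where all 3 control libraries averaged 3.05 ± 1.48 (SD, n = 3). Pooled ratios were taken against the 2-library control pool, and that of the γ genes was -3.24 on the log2 scale (-3.59 to -2.91). The α genes had a log2 ratio of -1.18 (-1.44 to -0.92), the β genes -0.68 (-0.82 to -0.54) and the whole cluster -1.31 (-1.42 to -1.20). Over all 3 controls the log2 ratio of means was -2.77 for the γ genes and -1.03 for the cluster, which averaged 1.3 ± 0.320 (SD, n = 2) in Morc2a libraries and 2.65 in control. The C-type genes had 11 reads against 37 (log2 -0.77, -1.89 to 0.23, exact binomial p = 0.15). Reads over Skint genes, a chromosome 4 family with immunoglobulin-like domains of which Skint1 selects skin γδ T cells, averaged 0.380 ± 0.0616 (SD, n = 2) and in control 0.909 ± 0.321 (SD, n = 3), with a log2 ratio of means of -1.26. Their pooled log2 ratio was -1.32 (-1.39 to -1.25), and at a mapping quality of at least 30 it was -2.10 (1113 against 9598 reads). The study chose the Skint genes on these samples, so their loss is not independent evidence.

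Among γ genes 19 of 19 fell, adjusted over the list alone of the subcluster. Pcdhga4 had 0 reads against 41 and Pcdhga6 0 against 73, which set log2 ratios of -2.79 and -3.62 as upper bounds against a floor of 3 reads over the group. Pcdhgb1 had -4.23 (-7.30 to -2.32, 2 against 74 reads), and Pcdhga2 was highest at -2.02. Among α genes 8 of 12 fell, most at Pcdha12 (-2.93, -4.85 to -1.49), Pcdha5 (-2.89, -5.22 to -1.25, 3 against 44 reads) and Pcdha10 (-2.63), while Pcdha4 had -0.14 and did not pass. Among β genes 11 of 22 fell, most at Pcdhb17 (-1.58), Pcdhb15 (-1.23) and Pcdhb3 (-1.15). Pcdhb14 fell by 0.68 in the pools (interval -1.26 to -0.13), and neither Pcdhb1 (0.12) nor Pcdhb2 (-0.33) passed. With libraries as replicates, limma gave Pcdhb14 -0.53 (SE 0.346, adjusted p = 0.869) and did not call it. With a library left out, Pcdhb1 ran from -0.44 to 0.84. Without Morc2a B1, Pcdha12 had -1.11, Pcdha10 -0.82, Pcdhb3 -0.48 and Pcdhga2 -0.72, none of which passed, and Pcdhb3 did not pass without control B1 either.

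Among Skint genes 8 of 11 fell, adjusted over the list alone as over all genes. Skint3 had 2 reads against 462 (log2 -6.87, -9.92 to -5.01), Skint4 13 against 689 (-4.75, -5.66 to -3.96) and Skint9 7 against 302 (-4.45, -5.78 to -3.39). With a library left out, Skint3 ran from -8.59 to -4.04, Skint4 from -6.00 to -2.69 and Skint9 from -6.39 to -2.05. Skint1 had 0.20 and did not pass. From the first to the last Skint gene (4:111919392-114245028, 2326 kb) the log2 ratio was -1.33 (-1.38 to -1.27). Within a run of 220 kb (4:112120001-112340000), Morc2a B1 had 2 reads where 20 kb bins at the lowest decile of the genome would give 127, Morc2a B2 had 19 where they would give 34.2, and control B1 had 386 reads where control A1 and A2 had 1131 and 1188.

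**Figure D4:**
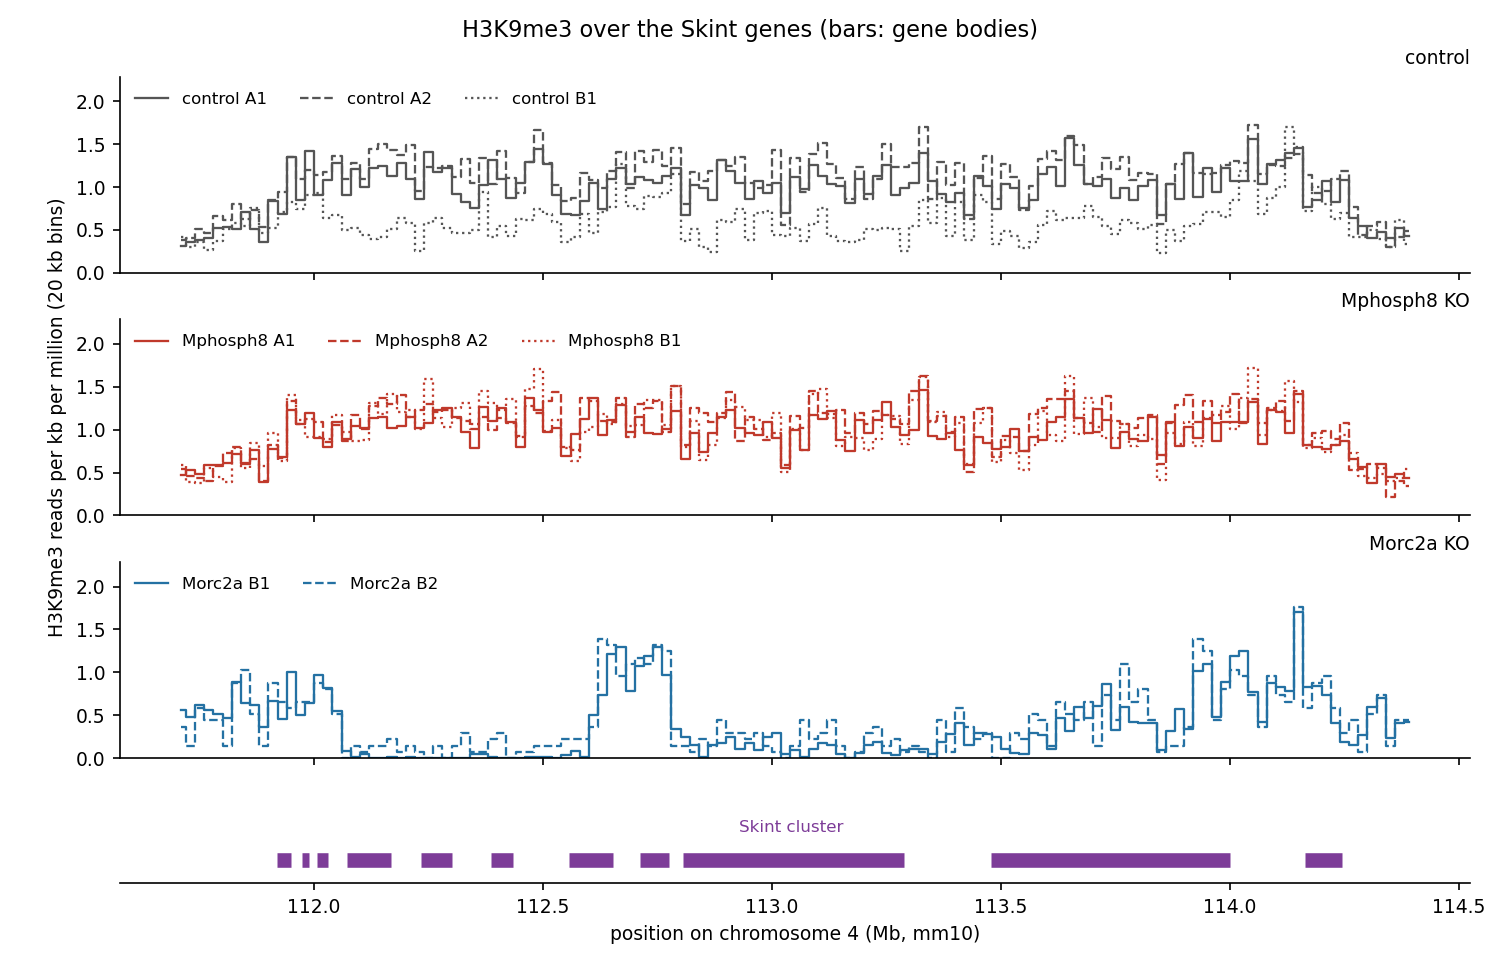
Reads across the Skint interval on chromosome 4, with position in Mb on the horizontal axis and RPKM over autosomal reads on the vertical axis, a line per library and a panel per group. Morc2a B1 is close to 0 over 220 kb (2 reads), and control B1 (386 reads there) runs below control A1 (1131) and A2 (1188).

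The exact permutation test of 2 Morc2a against 3 control libraries gave p = 0.1 for the γ genes, the smallest p the design allows (two-sided). It gave p = 0.2 for the cluster, for the α genes and for Skint, p = 0.3 for the β genes and p = 0.9 for the C-type genes, all exact. Both knockout libraries lay below every control at each set but the C-type genes. Within index set B the log2 ratio was -1.69 for the cluster, -1.65 for the α genes, -0.93 for the β genes, -3.73 for the γ genes and -0.64 for Skint. Without control B1 the cluster had -0.88 and Skint -1.72.

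Of 269358 bins tested, 80 differed between the Morc2a pool and its 2-library control pool, 29 lower and 51 higher, and 24 of the lower bins lay in the protocadherin interval and 0 in the Skint interval. Bins of 5 kb gave 313 lower and 154 higher, and 171 of the lower ones lay in the Skint interval and 32 in that of the protocadherins. Extra-Poisson spread left 1 lower and 7 higher, and the exact binomial test per bin 3 lower and 20 higher. Against the 3-library control pool, 14 bins were lower and 84 higher, and 13 of the lower ones lay in the protocadherin interval. The lower regions with the smallest p covered Pcdhga1 (18:37657001-37664000, log2 -3.43), Pcdhga6, Pcdhga7 and Pcdhgb4 (18:37707001-37721000, -4.54), Pcdhga3 to Pcdhga5 with Pcdhgb1 and Pcdhgb2 (18:37675001-37697000, -3.68) and Pcdhgb6 to Pcdhgb8 with Pcdhga10 and Pcdhga11 (18:37743001-37763000, -3.09). Pcdhgb5 (18:37731001-37733000, -3.64, -5.95 to -2.04, 3 against 74 reads) and Pcdha12 (18:37021001-37022000, 0 against 24 reads) followed. With a library left out, the region of Pcdhgb6 to Pcdhgb8 ran from -3.86 to -1.42. Of its 26 Morc2a reads, 14 came from Morc2a B2.

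Elsewhere the lower bins lay 3.96 kb from Tmem125 (4:118548001-118549000, -2.72), 327.5 kb from 5730507C01Rik (12:18186001-18187000, 0 against 27 reads) and 204.5 kb from Ednra, the endothelin receptor gene (8:77929001-77930000, 0 against 24). Another lay in an intron of Ugt1a1, a bilirubin-conjugating enzyme (1:88214001-88215000, -1.23), and had a log2 ratio of 0.0049 without Morc2a B1. Without that library the bins near Tmem125 (-0.79), 5730507C01Rik and Ednra and at Pcdha12 did not pass, nor did that at Pcdha12 without control B1. The higher bins included exons of Actb, cytoplasmic actin (5:142903001-142904000, 57 against 1 read, log2 6.81, 4.28 to 12.1), Mt1, a metallothionein (8:94180001-94181000, 16 against 0), and Anxa2, annexin A2 (9:69491001-69492000, 15 against 0). Those reads came almost wholly from the shallower Morc2a library, and without it Actb had -0.33 and Mt1 and Anxa2 did not pass. Bins 159.4 kb from Tcte2 (17:13551001-13553000, 366 against 349 reads) and 40.3 kb from Zfp987 (4:146056001-146057000, 2.11, 1.35 to 2.91) were higher as well, the former with 0.15 without Morc2a B2. Without Morc2a B1 the count was 141, of which 0 were lower, without Morc2a B2 it was 42, without control A2 397 and without control B1 166.

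By limma, 8 genes were lower and 0 higher of 17507 between Morc2a and control, with 943 at an unadjusted p under 0.05. They were Skint6 (-2.52, SE 0.328, adjusted p = 0.000812), Skint4 (-5.21, SE 0.826, adjusted p = 0.0113), Skint3 (-6.46, SE 1.09, adjusted p = 0.0196), Skint9 (-4.99, SE 0.912, adjusted p = 0.0365), Pcdhga6 (-4.57, SE 0.826, adjusted p = 0.0365) and the cluster-spanning Gm42416 (-0.59), Gm37013 (-0.58) and Gm37388 (-0.58). Adjusted over the list alone, 24 of 53 clustered protocadherins and 7 of 11 Skint genes passed. The count was 90 with index set as a term (54 lower, 36 higher), 3 with quantile normalization and 4 with at least 50 reads. It was 198 (179 higher) without Morc2a B1, 17 without Morc2a B2, 16 without control A2 and 40 without control B1, and Skint3, Skint4, Skint9 and Pcdhga6 were not called without Morc2a B1. With quantile normalization Skint9 and Pcdhga6 were not called, nor was Skint9 with at least 50 reads, and Gm42416, Gm37013 and Gm37388 were called in neither.

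The knockouts were compared with each other to ask whether their effects differed in size. With both set against the 2-library control pool, which cancels, their difference is the direct log2 ratio of the Mphosph8 pool to the Morc2a pool. Against that control the Mphosph8 ratios were -2.28 for the cluster, -2.22 for α, -1.79 for β, -3.36 for γ and 0.22 for Skint genes, unlike those above, which used the 3-library pool. The difference at the cluster was -0.97 (-1.10 to -0.84, exact binomial p = 5.59e-48), with α genes at -1.04 (-1.34 to -0.74) and β genes at -1.11 (-1.27 to -0.96). The γ genes had a difference of -0.12 (-0.50 to 0.27, exact binomial p = 0.573) and the C-type genes 0.57 (-0.38 to 1.66, exact binomial p = 0.285). Skint genes were higher in the Mphosph8 pool by 1.54 (1.48 to 1.61). Within index set B the differences were -0.65 for the cluster, -0.63 for α, -0.77 for β and 1.5 for Skint genes.

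Of 267006 bins tested in both comparisons, 138 were lower in the Mphosph8 pool and 29 in the Morc2a pool, and 21 were lower in both, all in the protocadherin interval. Independent calls would give 0.0150. Pools simulated from the same controls with no effect had 0 lower bins in either comparison, so their overlap of 0 gives no value for no change. The higher bins numbered 1 and 36, with 0 in both. Across bins, which are not independent replicates, log2 ratios correlated at 0.359 against 0.325 in the simulation, and their covariance was 0.223 against 0.169. Part of the excess may come from shared controls or from spread between libraries. Control A1 against A2 and B1 differed at 30 bins, so real libraries varied more than the simulated pools. With controls that share no reads, the Mphosph8 pool was set against control A1 alone, which left fewer reads and fewer lower bins, 20 and 26 of 219382, of which 4 were lower in both (expected 0.00237), all in that interval. The correlation was then 0.00456. By limma, with the same 3 control libraries in each comparison, 4 genes were lower in both knockouts, Pcdhga6, Gm42416, Gm37013 and Gm37388, the last 3 of which count nearly the same reads. Pcdhga6 was not called in the Mphosph8 comparison without Mphosph8 A1 (adjusted p = 0.0502 by limma) or A2 (0.0850).

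H3K9me3-rich chromatin was compared with poor chromatin to place these losses against the rest of the genome. From the lowest to the highest of 20 classes of 10 kb bins, the median log2 ratio moved by -0.098 in the Mphosph8 pool, by 0.242 in the Morc2a pool and by -0.081 between control A2 and B1. Mphosph8 B1 against control B1 gave 0.099, the opposite direction, and Morc2a B1 against control B1 gave 0.290.

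The medians of the other gene lists lay nearer to 0 than those of the protocadherins, whose median log2 ratio over their unshared exons was -2.23 in the Mphosph8 pool and -1.34 in the Morc2a pool. The other lists were counted over gene bodies, and each median was ranked among 10000 random lists matched on H3K9me3 level. The clustered protocadherins ranked at percentile 0 in both, with 52 and 26 of 53 genes lower over all genes and 52 and 38 when adjusted over the list alone. Skint genes had medians of 0.11 (percentile 98.6; 4 of 11 higher over all genes, 6 adjusted over the list alone) and -0.98 (percentile 0). Over exons only these medians were -0.07 (percentile 58.9, with 0 higher by either adjustment) and -0.87 (percentile 0). Without control B1, the pooled ratio of Skint genes in the Mphosph8 pool was -0.083, and within index sets A and B it was -0.062 and 0.86.

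**Figure D5:**
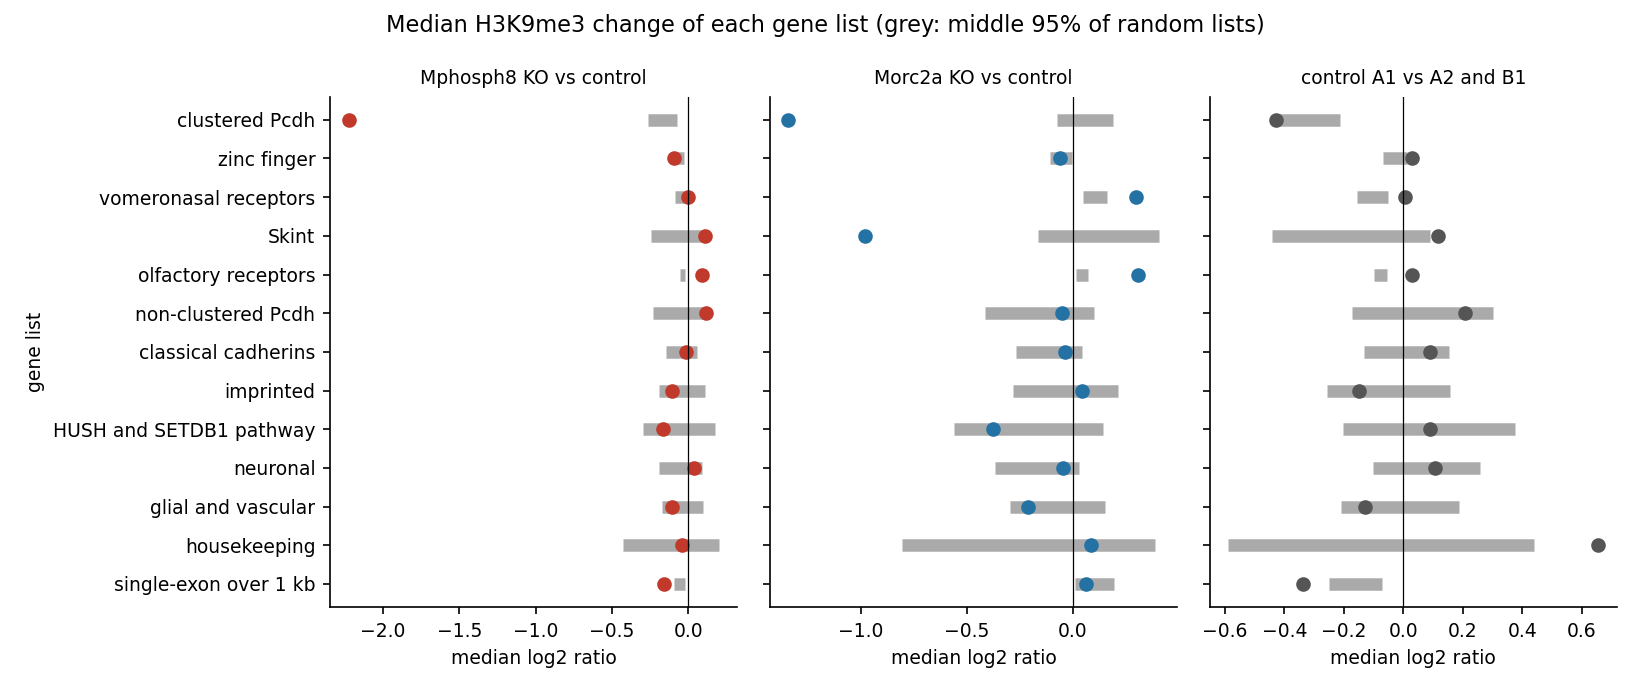
Median H3K9me3 log2 ratio (horizontal axis) of each of the 13 gene lists in the Mphosph8, Morc2a and control against control comparisons; points are list medians and grey bars the middle 95% of random lists matched on level. Clustered protocadherins lie at -2.23 and -1.34 in the knockouts and at -0.43 between control libraries.

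In the Mphosph8 pool, zinc finger genes, many of them KRAB repressors in H3K9me3-coated clusters, had a median of -0.09 (percentile 0.65), and 23 of 398 were lower and 2 higher (34 and 4 adjusted over the list alone), with Zfp551 at -1.58 and Zfp457 at -0.86; over exons only 4 of 360 were lower and the percentile was 5.82. Single-exon genes had -0.16 (percentile 0), with 5 of 236 lower (6 lower and 1 higher adjusted over the list alone). They were led by Map10 (-2.98) and Slc25a2 (-2.39), the latter on the chromosome of the protocadherin cluster. Olfactory receptors, chemosensors of the nose, had 0.09 (percentile 100), with 1 of 1070 lower and 2 higher (0 and 0 adjusted over the list alone), among them Olfr477 (1.27) and Olfr31 (-0.94). Vomeronasal receptors, which sense pheromones, had 0.00 (percentile 100.0), with 1 of 268 lower, Vmn2r57 (-0.39), and the same count adjusted over the list alone; Vmn2r66 had 0.38 and did not pass.

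The smaller lists held few changes in the Mphosph8 pool. Non-clustered protocadherins had a median of 0.12 (percentile 97.4), with Pcdh15 (0.11), a hair-cell tip-link protein, the 1 of 10 higher (2 adjusted over the list alone) and Pcdh9 at 0.13. Over exons only their median was -0.11 (percentile 42), with 0 higher by either adjustment. Classical cadherins had -0.01 (percentile 67.2), with Cdh12 (0.16) and Cdh18 (0.15) higher of 23 (3 adjusted over the list alone). Neuronal genes had 0.04 (percentile 90.6), with 2 of 19 higher (3 adjusted over the list alone), among them Dlg2 (0.15), a synaptic scaffold gene. Of 11 imprinted genes (median -0.10, percentile 17.9) and 7 HUSH and SETDB1 pathway genes (median -0.16, percentile 15) 0 passed over all genes and 1 each was lower adjusted over the list alone; Gnas had -0.39, Zrsr1 -1.11, Fam208a, the HUSH subunit TASOR, -0.47 and Trim28 -0.55. Of 14 glial and vascular genes (-0.11, percentile 12.8; Cx3cr1 -0.22, Flt1 -0.14) and 5 housekeeping genes (-0.04, percentile 64.5; Eef2 -0.17, Tbp -0.04) 0 passed by either adjustment.

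In the Morc2a pool, olfactory receptors had a median of 0.31 (percentile 100), with 13 of 919 higher and 1 lower (9 and 0 adjusted over the list alone), among them Olfr1200 (1.73) and Olfr1176 (2.04). Vomeronasal receptors had 0.30 (percentile 100), with 18 of 242 higher (33 adjusted over the list alone), led by Vmn2r60 (0.39) and Vmn2r80 (0.59), but over exons only 0 of 206 passed over all genes. Zinc finger genes had -0.06 (percentile 48.7), with 3 of 367 lower and 9 higher (4 and 10 adjusted over the list alone), led by Zfp981 (0.39) and Zfp982 (0.61). Against the other control pool their percentile was 1.36. Housekeeping genes had 0.08 (percentile 74.6), with 1 of 4 higher (2 adjusted over the list alone), Actb at 4.96. In the Actb bin above, 56 of 57 reads came from the second flow cell of Morc2a B2, and the log2 ratio was -0.33 without that library. Eef2 had 0.71 over all genes without passing.

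Neuronal genes had -0.05 (percentile 88.4) in the Morc2a pool, with Grin2b (-0.41), an NMDA receptor subunit, the 1 of 18 lower (2 adjusted over the list alone) and Rbfox3, which encodes NeuN, at -0.30. Classical cadherins had -0.04 (percentile 84.4), with Cdh13 (-0.19) the 1 of 23 lower (2 lower and 1 higher adjusted over the list alone) and Cdh18 at 0.16. Single-exon genes had 0.06 (percentile 15.4), with Map10 (-2.05, -3.56 to -0.82) the 1 of 95 lower by either adjustment and Slc18a3 at 1.77; by limma Map10 had an adjusted p of 0.796, and its log2 ratio there was -0.04 without Morc2a B1. Non-clustered protocadherins (-0.05, percentile 79.7; Pcdh17 0.63, Pcdh15 0.09) and imprinted genes (0.05, percentile 77.3; Snrpn 0.25, Grb10 0.27) had 0 calls over all genes and 1 higher each adjusted over the list alone. HUSH and SETDB1 pathway genes (-0.38, percentile 12.8; Morc2a -0.93, Fam208a -0.51) and glial and vascular genes (-0.21, percentile 11.3; Slc1a3 -0.33, Mog -0.98) had 0 calls by either adjustment.

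Control libraries differed from each other in some of the same lists. Between control A1 and the pool of A2 and B1 the median was -0.43 (percentile 4.06) for clustered protocadherins, -0.34 (percentile 0.01) for single-exon genes, 0.03 (percentile 99.8) for zinc finger genes, 0.01 (percentile 100) for vomeronasal receptors, 0.03 (percentile 100) for olfactory receptors, 0.12 (percentile 98.3) for Skint genes and 0.66 (percentile 99.5, 3 genes) for housekeeping genes. Over all genes, 6 of 23 classical cadherins, 3 of 10 non-clustered protocadherins, 4 of 18 neuronal genes and 4 of 11 Skint genes were higher in control A1, at least as many as in the Mphosph8 pool. Outside the clustered protocadherin and Skint lists, limma called 1 zinc finger gene (Zfp551) and 2 single-exon genes (Map10 and Slc25a2) in the Mphosph8 comparison. The numbers were the same adjusted over the list alone. Slc25a2 is on chromosome 18, as the cluster is. In the Morc2a comparison limma called 0, where 943 of all genes had an unadjusted p under 0.05. With index set as a term, limma also called Zfp551 in the Morc2a comparison (-2.82, adjusted p = 0.0351), where the fit without that term gave -2.39 (adjusted p = 0.691). Without Morc2a B1 its log2 value was -3.52, but this rests on 0 reads in Morc2a B2, so the size of the fall was not measured.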

Values the study reported

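The study counts 58 clustered protocadherin genes in the mouse, of which 14 belong to the α, 22 to the β and 22 to the γ subcluster. Before filtering, its H3K9me3 libraries held between 8,810,357 and 10,571,810 reads each. Of these, 87.18% aligned in the Morc2a library numbered 66612, and 95.86% or more in each of the others.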

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

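The tests of absent or unmappable sequence, of few reads, of loss over an intact Skint interval and of index set at the protocadherins were chosen only after the results were seen, and so were the comparisons within index set B. The test of enrichment in the precipitation was set out before.

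A test of the difference between the knockouts drew attention to 4 results. The Mphosph8 effect minus the Morc2a effect was taken against the same control pool and is thus the direct ratio of the knockout pools. On the log2 scale it was -0.97 at the clustered protocadherins, -1.04 at the α genes and -1.11 at the β genes. There the Mphosph8 pool held less H3K9me3 than the Morc2a pool. The difference was 1.54 at the Skint genes, where reads were missing in Morc2a libraries and not in Mphosph8 libraries. Within index set B, without the shallower Morc2a library, these differences were -0.55, -0.48, -0.70 and 1.56. The exact tests compare pools, with 3 and 2 libraries behind them, and do not measure the spread between mice. Control libraries alone differed by 0.82 at the cluster and by -0.99 at Skint genes when B1 was set against A1 and A2.

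Skint reads missing from the Morc2a libraries argue against a mere loss of the mark over intact DNA in Morc2a B1. Background reads remain where H3K9me3 is lost, yet 30.5% of the 20 kb Skint bins in that library lay under the lowest-decile level of the genome, 11 of them in a row far below it (2 reads over 220 kb, with 127 at that level), while Morc2a B2 had 0% of bins under it, too few reads for single bins to tell, and 19 reads over that run with 34.2 at that level, so loss over intact DNA stays open there. Few reads are not the cause either, since the upper end of the interval over the Skint interval was -1.27. A candidate explanation is that the haplotype in Morc2a B1, and perhaps in B2, lacks part of the Skint interval or carries sequence that cannot be mapped to mm10, and control B1, with 386 reads in that run against 1131 and 1188 in the other controls, may carry a copy of it. Whether Morc2a loss also lowers H3K9me3 on Skint sequence that is present was not tested, and strain differences stay open.

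The protocadherin loss was weighed in the same way. A weaker precipitation would lower all chromatin with as much H3K9me3, but 671 bins of 10 kb at a level of 1.5 to 3 had a median log2 ratio of -0.18 in the Mphosph8 pool and 0.13 in the Morc2a pool. Absent sequence would leave no reads, whereas over the whole cluster the lowest knockout library kept 2.09 times the lowest-decile level. At the γ genes knockout levels ran from 0.310 to 0.583 RPKM, with lowest-decile levels of 0.181 to 0.230 in those libraries. Pcdhga4 and Pcdhga6 had 0 reads in both Morc2a libraries, so the test cannot decide for single genes. Index set cannot account for the Mphosph8 loss over the whole cluster. Within set A, Mphosph8 A1 and A2 had 0.479 and 0.565 RPKM, where control A1 and A2 had 2.10 and 2.12. The upper bound of that log2 ratio was -1.91, for counting error only. Within set B, Mphosph8 B1 was set against control B1 alone. The highest upper bound of the ratios within a set, -1.57, was that of the Morc2a libraries against control B1. For the Morc2a libraries, both in set B, the test cannot decide, because control B1 is the only control in that set. Against control B1 their log2 ratio was -1.69 at the cluster and -0.93 at the β genes. Control B1 itself lay above control A1 and A2, by 0.82 at the cluster and 0.56 at the β genes. Without control B1 the Morc2a ratios were -0.88 and -0.41. Dependence of the mark on both genes remains as a hypothesis consistent with these tests, found and tested on the same data, and why α and β genes kept more of it in Morc2a libraries was not tested.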

How the results depend on the processing

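The alternatives that leave out libraries, keep an index set or drop the second flow cell, and all limma settings, were chosen after seeing the data. For the comparisons, 135 of 163 values under other settings and 57 of 71 with 1 library left out kept their direction and their side of the threshold, or stayed within 1.5 times for counts. For single genes, regions and lists these were 343 of 379 and 381 of 439. No paired analysis was possible because the index pairs carry no replicate numbers, and only control A1 can be tied to a numbered sample. Counting reads at a position once is void, since it moved nothing. Depth limits the floxed exons, the C-type genes and lower bins: on simulated data 8 of 100 bins lowered 4-fold were found and 65 of 100 raised. For the values below the cause was not tested, except that thinning, a higher minimum or fewer libraries leave fewer reads.

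The Mphosph8 bin count of 157 became 100 by exact test, 587 at an unadjusted p of 0.0001, 298 with sliding windows, 5 in thinned pools, 58 with extra-Poisson spread and 23 in index set A. Leaving out a library gave 48 to 210 (78 without Mphosph8 A1, 81 without A2, 48 without control B1). The Morc2a count of 80 became 23, 193, 195, 53 and 8 under the first 5 of these, 10 with at least 1 read, 467 with 5 kb bins, 53 at a mapping quality of at least 30 and 397 in index set B. Leaving out a library gave 42 to 397 (141 without Morc2a B1, 42 without B2, 397 without control A2, 166 without control B1). The control count of 30 became 346 with B1 against A1 and A2.

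By limma, the Mphosph8 count of 46 became 91 with index set as a term, and 74 with all 8 libraries and that term together. It ran from 20 to 50 with a library left out (20 without Mphosph8 A1, 23 without A2). The Morc2a count of 8 became 90 and 64 in the same fits, both with index set as a term. It became 3 with quantile normalization and 4 with at least 50 reads. It ran from 10 to 198 with a library left out (198 without Morc2a B1, 17 without B2, 16 without control A2, 40 without control B1).

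With a library left out, the Mphosph8 log2 ratios ran from -2.31 to -1.84 at the protocadherin cluster, -2.37 to -1.80 at α, -1.87 to -1.48 at β and -3.36 to -2.73 at γ genes. The Morc2a ratios ran from -1.69 to -0.88, -1.65 to -0.60, -0.93 to -0.36 and -3.73 to -2.54, and from -1.72 to -0.64 at Skint. The Skint ratio in the Mphosph8 pool, 0.14, was 0.0090 against control A1 alone, -0.062 in index set A and -0.083 without control B1, ran to 0.33 and was 0.86 in index set B.

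The overlap of 21 bins became 4 with controls that share no reads, which also left 20 lower Mphosph8 bins in place of 138. The difference between knockouts at γ genes, -0.12, was 0.0039 in index set B and 0.21 without the shallower Morc2a library, none past the threshold. The level dependence in the Mphosph8 pool, -0.098, was 0.099 in set B. The bin near Zfp386 (12:115617001) ran from -2.25 to 0.24, with 0.24 without control B1 and 0.093 in index set A. The Ugt1a1 bin (1:88214001) ran from -1.62 to 0.0049, the latter without Morc2a B1, and the Actb bin (5:142903001) from -0.33, without Morc2a B2, to 8.75. Among genes called by limma, Zfp551 lost its call in 5 of the 6 Mphosph8 fits with a library left out, Map10 in 1 (log2 -3.15 to -2.47 over the 6), and Skint3, Skint4, Skint9 and Pcdhga6 lost theirs without Morc2a B1.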

Other observations

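The tests of the second flow cell and of index set read from the Mphosph8 libraries were chosen only after the results were seen, as was the search for blocks without reads. The test of index set against control B1 and the count of sample splits were set out before.

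The knockouts were also compared directly by limma, fitted to the knockout libraries alone with index set as a term. Both Morc2a libraries are in set B, so the contrast rests on Mphosph8 B1 alone on the Mphosph8 side. Only effect sizes are given for that reason. Skint6 (2.82), Skint5 (1.09), Skint4 (5.55), Skint3 (6.81), Skint9 (5.57) and Skint2 (1.07) were higher in Mphosph8 libraries (log2). So were Csmd1 (0.44), a complement regulator at synapses, Rbfox1 (0.37), a neuronal splicing factor, and Trpm8 (0.48), the cold receptor. Mroh2a (0.48), Caln1 (0.42), Fhit (0.22), Tmem132d (0.32) and Ptprn2 (0.45) were higher as well. Lower in Mphosph8 libraries were Raet1e (-0.79), a ligand of the NKG2D immune receptor, Zfp990 (-0.98) and Sfi1 (-0.11). The transcripts spanning the protocadherin cluster, Gm42416 (-0.35), Gm37013 (-0.34) and Gm37388 (-0.34), were lower too.

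Blocks of at least 60 kb with nearly no reads in a library where the others had many were listed for 2 libraries, Morc2a B1 and control B1. No block is listed for Morc2a B2, the shallowest library, and this does not show that it has none. Over 4:112120001-112340000, within the Skint interval, Morc2a B2 had 0.126 RPKM, where control B1, the lowest control there, had 0.499. The Skint blocks below are thus not shown to be private to Morc2a B1. Morc2a B1 had 19 reads over 420 kb of Skint sequence (4:112060001-112480000) where 1396 were expected, and 0 over 1:109740001-109800000 where 126 were expected. Its other Skint blocks were 4:112500001-112560000 (3 reads, 177 expected), 4:113020001-113100000 (17 reads, 228 expected) and 4:113140001-113200000 (7 reads, 169 expected). Control B1 had 6 reads over 12:88060001-88120000 where 112 were expected.

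The 51 bins with more reads in the Morc2a pool than in control were partly made of reads over exons from a second flow cell. In the shallower Morc2a library, 9.77% of reads from the second flow cell fell in exons against 4.17% from the first, a ratio of 2.34, and the other libraries had 3.13% to 3.75%. Reads copied from RNA, or reads of another library assigned to this one, are candidate sources of the bins over Actb, Mt1, Anxa2 and Hspa5, all 4 of which were no longer called without that flow cell, but 30 of the 51 bins held no read of it and 9 in all were lost. Index set, or the sex of the animals, stays open: over these bins the log2 ratio of Mphosph8 B1 to A1 and A2 was 0.36 (0.21 to 0.50), in the direction of index set, and smaller than that of Morc2a B1 to control B1, 1.16 (1.00 to 1.32), and of the pools, 1.7 (1.58 to 1.81), but the bins were chosen for the latter, which inflates it. That 100% of the bins lay above control B1 decides nothing for the same reason, and the cause of the other bins stays open.

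The 6 control and Mphosph8 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 46 genes by limma, the highest of the others 1, and 1 of the 10 splits, the real one, called as many.

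The libraries held 713393 to 5224464 reads after the filters. These numbers lie well below the unfiltered totals quoted from the paper, which were taken before duplicates and low mapping qualities were removed and are another measure. The paper's totals for both Morc2a samples were of the same order as the others. After the filters Morc2a B1 held 3337737 reads and Morc2a B2 713393. Morc2a B2 thus lost most of its reads after sequencing, and the cause was not tested.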
